A study of Homo sapiens with 6 samples. Its data were reported in "METTL1 Promotes let-7 MicroRNA Processing via m7G Methylation" (2019).

How the data were processed

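Small RNA libraries were analysed from A549 cells, a human lung adenocarcinoma line, carrying a doxycycline-inducible knockdown of METTL1, an RNA methyltransferase that makes N7-methylguanosine (m7G). Per the labels, RNA of both groups came from cells on day 5 of doxycycline at 200 ng/ml. The culture text of the immunoprecipitated samples describes the medium of another line, Caco-2. They were analysed as A549 cells, after their titles and cell line labels. There were 2 groups of 3 libraries each. The first held total RNA (the input) and the other held RNA immunoprecipitated with an anti-m7G antibody (m7G-RIP). Groups and replicate numbers were taken from the sample titles.

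The authors deposited raw counts of reads per mature miRNA. Per the authors' methods, reads were demultiplexed, adaptor-trimmed with Trimmomatic, aligned end to end to GRCh38 with STAR allowing multi-mapping, and summarised with featureCounts on miRBase mature miRNAs. How reads with several alignments, and reads lying over more than a single annotated miRNA, were counted is not stated. Each group had its own table, and both tables listed the same 2588 miRNAs in the same order. Whether the libraries of the groups were prepared and sequenced together was not known here. A batch difference would coincide with the group and could not be told from an effect of the antibody. Counts are PCR reads without molecular identifiers, so limits from counts cover counting error only. METTL1 itself is not a miRNA and its level was not analysed here. No METTL1-proficient and no IgG libraries were analysed here, so the comparison is of m7G-RIP with total RNA in knockdown cells and does not measure the effect of METTL1. The amount of RNA recovered was not known, so every ratio is relative to the other miRNAs of the same libraries.

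Counts were tested with edgeR 4.0.16 in R 4.3.3, using TMM scaling, the default expression filter by group, and the robust quasi-likelihood F test without a replicate block. The p-values were adjusted by the Benjamini-Hochberg method and the threshold was 0.05. The filter kept 620 miRNAs. Normalised levels are TMM-scaled CPM, counts divided by the effective library size and put on a common scale. A miRNA with at most 3 counts in every library of a group was treated as being at the floor, which corresponded on average to 0.363 CPM in total RNA and 0.876 CPM in m7G-RIP. Sets of miRNAs were tested on log2 CPM (prior count 2) with camera in limma 3.58.1 at a preset correlation of 0.01, two-sided, with fry and camera with an estimated correlation beside it. Shares of counts were compared with exact two-sided permutation tests, for which the smallest p with 3 against 3 libraries is 0.1. Correlations across miRNAs used 100000 permutations.

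The study list of 20 miRNAs is the set the study lists as carrying METTL1-dependent m7G. The study chose it on enrichment in A549 cells by its own m7G-RIP-seq and by a chemical method (BoRed-seq). Lower levels in small RNA sequencing of knockdown cells were also required. The list was thus picked for m7G-RIP enrichment and may not be independent of these libraries. The miRNAs named were set by a rule before the data were examined: the 6 miRNAs followed by the study, the 5 largest and 5 smallest log2 ratios past the threshold with at least 10 counts in every library and groups that did not overlap, the most abundant miRNA of each group, and members of the study list or the let-7 family that were not enriched. The remaining let-7 family members (let-7c-5p, let-7d-5p, let-7f-5p and miR-98-5p) fall outside that rule and were named after their values were seen. Names were matched to hairpin genes of GENCODE release 44 (GRCh38), with 2558 of 2588 names matched. Mature miRNA sequences were not used here, so the planned relation with the G content of the mature miRNA was replaced by G content of hairpin genes, a measure chosen after the data were seen.

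Replicates were checked before averaging. The code was tested on simulated counts drawn from the mean profile over all libraries and the real library sizes. Changes were set equally up and down. The rates below therefore do not test the scaling under the real difference in composition between the groups. Of 578 simulated miRNAs, 182 were changed. The right direction was called for 75.0% of the 4-fold changes and 45.7% of the 2-fold changes, and 1.26% of the unchanged miRNAs were called. Alternatives covered scaling, filtering, the tool (DESeq2 1.42.0 Wald test, edgeR likelihood ratio test, limma-voom), the threshold, a replicate block, and leaving out each library in turn.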

Results

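m7G-RIP-seq was used to ask which mature miRNAs are recovered by an anti-m7G antibody from A549 cells with METTL1 knocked down. The total RNA libraries held 10753443, 10260600 and 9155690 counts in replicates 1, 2 and 3. The m7G-RIP libraries held 2649238, 2763402 and 3106556 counts. Total RNA had a count for 1075 ± 1.00 miRNAs (SD, n = 3) and m7G-RIP for 785 ± 47.9 (SD, n = 3), a difference with an exact two-sided permutation p of 0.1, the smallest that 3 against 3 libraries can give. Replicates of a group differed by more than counting noise, with chi-square values per degree of freedom from 28.4 to 151, so all libraries were kept as separate replicates.

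The composition of the libraries differed between the groups. The most abundant miRNA of total RNA was miR-21-5p, which took 47.4% ± 2.48 of the counts (SD, n = 3). In m7G-RIP it took 4.92% ± 0.0875 (SD, n = 3). There the most abundant miRNA was miR-92a-3p, at 185031 ± 18865 CPM against 85204 ± 10491 CPM in total RNA (SD, n = 3). The 10 most abundant miRNAs took 80.2% ± 0.236 of total RNA counts and 76.3% ± 0.542 of m7G-RIP counts (SD, n = 3; exact permutation p = 0.1). The difference was -3.87 percentage points. With the 5 most abundant miRNAs in place of 10 it was -11.0 points, and with the 20 most abundant it was -1.50 points.

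The comparison of m7G-RIP with total RNA asked which miRNAs the antibody enriches over input. Of 620 miRNAs tested with edgeR's quasi-likelihood test, 146 were enriched and 181 were depleted at an adjusted p under 0.05. At least a 2-fold change was reached by 124 of the enriched and 160 of the depleted miRNAs. The m7G-RIP libraries lay above every total RNA library for 183 miRNAs and below for 226, together 66.0% of those tested, where chance gives 10%. The number of enriched miRNAs was moved most by scaling. With library size alone, 216 miRNAs were enriched and 141 depleted, so that enriched miRNAs made up 60.5% of the calls against 44.6% with TMM, and the median log2 ratio of all tested miRNAs rose by 0.55. Without the 10 most abundant miRNAs in the library sizes, 203 were enriched and 151 depleted, or 57.3% of the calls enriched. Of the depleted miRNAs, 21 were at the floor in m7G-RIP, and 5 enriched miRNAs were at the floor in total RNA, so no fold change is given for these.

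**Figure D1:**
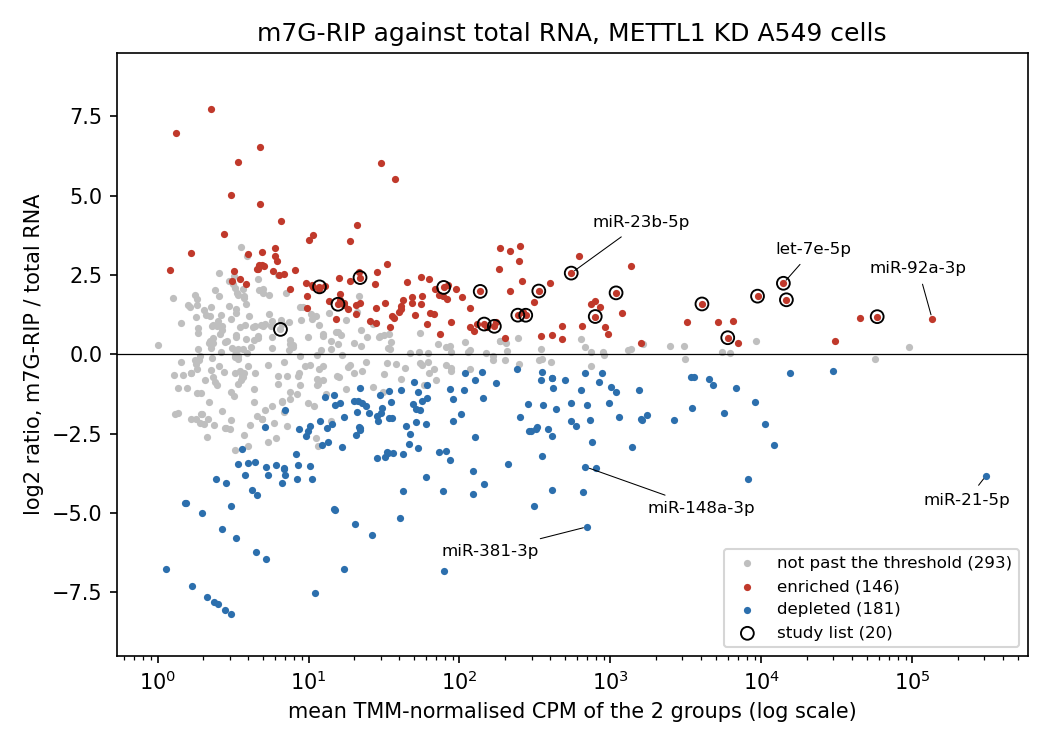
Log2 ratio of m7G-RIP over total RNA (y axis) against the mean TMM-normalised CPM of the 2 groups (x axis, log scale), with 1 point per tested miRNA. The plot shows 146 enriched and 181 depleted miRNAs, with 19 of the 20 ringed study-list miRNAs past the threshold on the enriched side.

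Among miRNAs with at least 10 counts in every library and groups that did not overlap, the largest log2 ratio was that of miR-3168, at 4.09 (SE 0.36, edgeR adjusted p 1.25e-05), from 2.32 ± 0.511 to 39.8 ± 1.81 CPM (SD, n = 3). Its hairpin lies on chromosome 13 at 41101019 to 41101100 (GRCh38) outside annotated protein-coding and lncRNA genes of that strand. The next were miR-877-5p at 3.42, miR-3177-3p at 3.36, miR-1275 at 3.25 and miR-3182 at 3.09. The hairpins of miR-877, miR-3177 and miR-3182 lie in introns of ABCF1, MAPK8IP3 and CDH13. The lowest log2 ratio was that of miR-381-3p, at -5.43 (SE 0.19, edgeR adjusted p 5.89e-08), from 1376 ± 55.7 to 31.7 ± 7.06 CPM (SD, n = 3). Its hairpin lies in an intron of the lncRNA MEG9 on chromosome 14 at 101045920 to 101045994. It was followed by miR-21-3p at -4.78, miR-455-5p at -4.39, miR-101-3p at -4.33 and miR-30e-5p at -4.29. The other arm of the MIR21 hairpin, miR-21-5p, had a log2 ratio of -3.82 (edgeR adjusted p 3.15e-08).

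The study followed 6 miRNAs in input and m7G-RIP of knockdown cells. let-7e-5p rose from 4882 ± 591 CPM in total RNA to 23068 ± 3643 CPM in m7G-RIP (SD, n = 3), a log2 ratio of 2.24 (SE 0.14, edgeR adjusted p 2.36e-06). Its hairpin lies on chromosome 19 at 51692786 to 51692864, in an intron of SPACA6. let-7b-5p had a log2 ratio of 1.83 (edgeR adjusted p 3.81e-06), with its hairpin in an exon of MIRLET7BHG on chromosome 22 at 46113686 to 46113768. let-7a-5p, which has 3 hairpin genes, had a log2 ratio of 1.19 (edgeR adjusted p 0.000266). miR-23b-5p had a log2 ratio of 2.56 (edgeR adjusted p 1.51e-06), with its hairpin in an intron of AOPEP on chromosome 9 at 95085208 to 95085304. miR-125a-5p rose from 4906 ± 396 to 7056 ± 1327 CPM (SD, n = 3), a log2 ratio of 0.52 (edgeR adjusted p 0.0148). That call was lost without m7G-RIP replicate 2, where the log2 ratio was 0.33, and without m7G-RIP replicate 3, where it was 0.17. Those fits moved 24 of the named miRNAs by a median of -0.17 and -0.30, so a fall was not particular to miR-125a-5p. Its hairpin lies in an exon of SPACA6 on chromosome 19 at 51693254 to 51693339. miR-148a-3p, which the study uses as a miRNA without m7G, fell from 1259 ± 30.2 to 108 ± 17.6 CPM (SD, n = 3), a log2 ratio of -3.55 (edgeR adjusted p 2.16e-07). Its hairpin lies on chromosome 7 at 25949919 to 25949986.

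**Figure D2:**
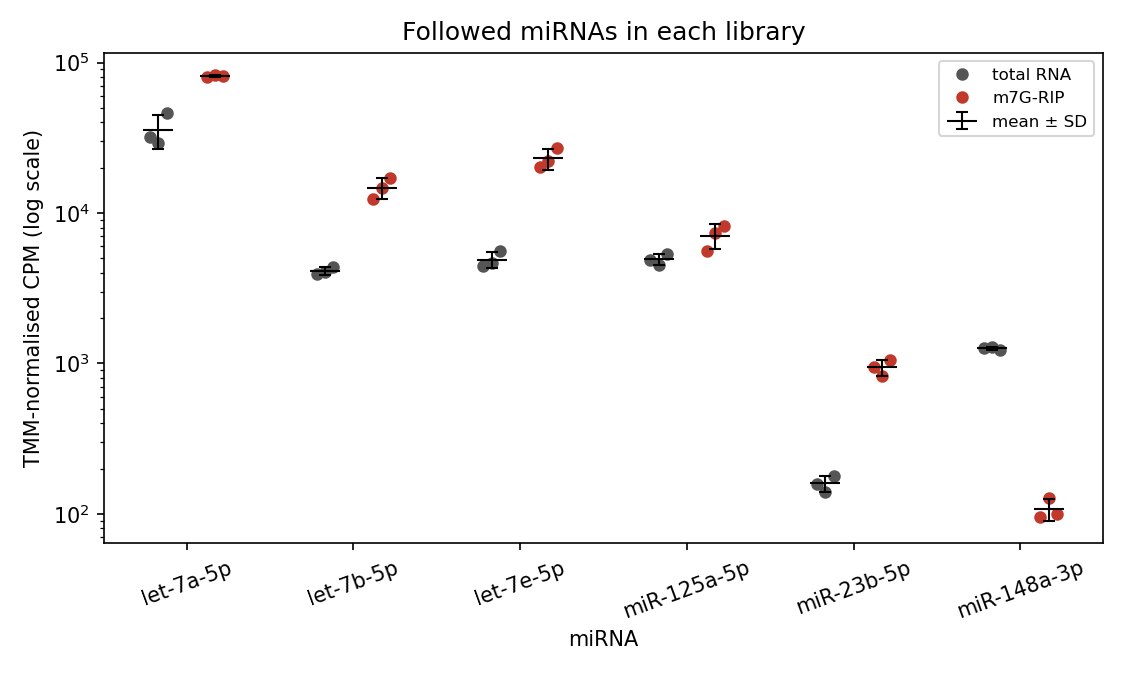
TMM-normalised CPM (y axis, log scale) of the 6 followed miRNAs (x axis) in each library, with 1 point per replicate and the mean ± SD of the 3 replicates of each group. All m7G-RIP points lie above the total RNA points for the 3 let-7 miRNAs, miR-23b-5p and miR-125a-5p, and below them for miR-148a-3p.

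The study list was examined to ask whether its miRNAs are enriched by the antibody in knockdown cells. All 20 were tested and 19 were enriched over all miRNAs tested (edgeR adjusted p under 0.05), as were 19 when adjusted over the list alone. In each of these 19, every m7G-RIP library lay above every total RNA library. miR-663a, with a log2 ratio of 0.79 (SE 0.85, edgeR adjusted p 0.461), was not past the threshold, and its libraries overlapped. Its log2 ratio depended on single libraries and was 0.098 without m7G-RIP replicate 2, 0.36 without m7G-RIP replicate 1, 0.40 without total RNA replicate 2 and 1.10 without total RNA replicate 1. Leaving out m7G-RIP replicate 2 left 17 of the list enriched and leaving out m7G-RIP replicate 3 left 18. The study picked the list for enrichment by its own m7G-RIP-seq and by BoRed-seq in A549 cells, and perhaps partly on these libraries. Neither the counts of enriched members nor the set tests of the list below are therefore independent evidence. The 5 miRNAs of the miR-320 family on the list are near-identical copies, so reads may be divided among them. The median log2 ratio of the list was 1.65 against -0.18 for the other miRNAs (camera p 6.99e-09, adjusted over 2 sets 1.4e-08). fry gave a p of 7.41e-05 and camera with an estimated correlation gave 0.0768, so the call did not hold under the latter.

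The let-7 family was examined as a set because its members have near-identical sequences. Of 9 family members, 7 were enriched with TMM scaling, against all 9 with library size alone and 4 with no filter on low counts. let-7f-5p, let-7d-5p and miR-98-5p had log2 ratios of 0.42, 0.49 and 0.50, and none of these 3 was past the threshold when any single m7G-RIP library was left out. In each of those fits 4 members were enriched. miR-98-5p was also lost without total RNA replicate 1 or 2. let-7i-5p had a log2 ratio of -0.13 with TMM scaling (edgeR adjusted p 0.238), which changed direction to 0.42 with library size alone. let-7g-5p had a log2 ratio of 0.031 (edgeR adjusted p 0.833), which changed direction to -0.24 with no filter. Without m7G-RIP replicate 1, 2 or 3, let-7i-5p passed the threshold on the depleted side, with log2 ratios of -0.30, -0.34 and -0.36. Those fits moved 24 of the named miRNAs by a median of -0.16, -0.17 and -0.30. The lost calls and the depleted calls may therefore go in part with a shared offset. The family's median log2 ratio exceeded that of the other miRNAs by 0.64 (camera p 0.00631, fry p 0.00108), and camera with an estimated correlation gave a p of 0.267. The difference was 0.27 without total RNA replicate 1, 0.40 without replicate 2 and 0.39 without replicate 3 of that group.

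**Figure D3:**
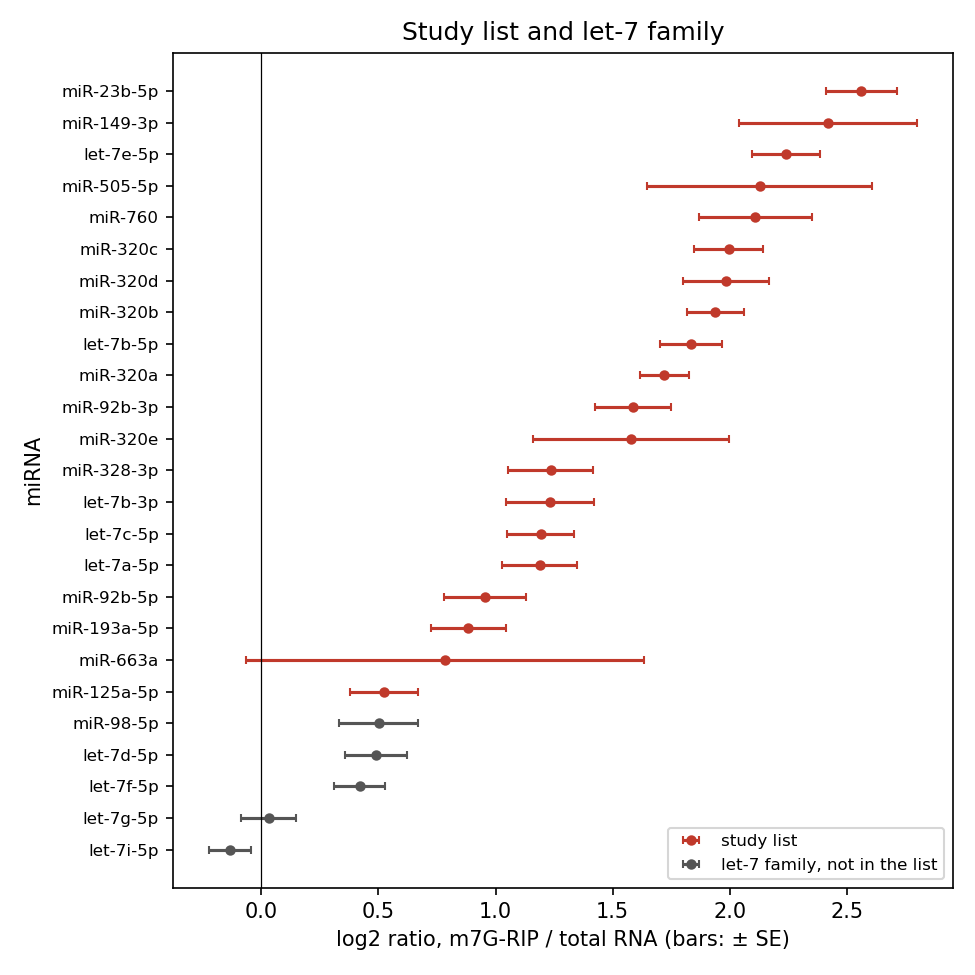
Log2 ratio of m7G-RIP over total RNA (x axis, bars are ± SE of the edgeR fit) for the miRNAs of the study list and the let-7 family (y axis). Log2 ratios run from -0.13 for let-7i-5p to 2.56 for miR-23b-5p with TMM scaling, the only scaling drawn (let-7i-5p had 0.42 with library size alone).

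The relation of the log2 ratio with G content was examined because the study links m7G to G-rich miRNAs. Across the 613 miRNAs with a hairpin sequence, 98.9% of those tested, the log2 ratio rose with the G content of the whole hairpin (Pearson r = 0.304, Spearman rho = 0.344). Each had a permutation p of 1e-05, the smallest that 100000 permutations can give, and the p adjusted over 4 bases was 1e-05. The correlation with C content was 0.200, with A content -0.251 and with U content -0.249. These are correlations across miRNAs, which are not independent replicates. The whole hairpin was taken as the measure after G content of the arm's own side of the hairpin had been tried, which only 78.5% of the tested miRNAs had, so that check is void for the tested set.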

Values the study reported

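The study listed 20 miRNAs that carried m7G and fell when METTL1 was knocked down, of which 10 had earlier been linked to the inhibition of cell migration. The study gave enrichments for them by BoRed-seq, its chemical method, and by m7G-RIP-seq, both in A549 cells. Only its m7G-RIP-seq values are given below. The study lists those data apart from the knockdown m7G-RIP-seq analysed here, so the values are not of the same experiment. The log2 enrichment was 2.149 for let-7e-5p and 1.756 for let-7b-5p. For let-7a-5p the value was 0.923, for miR-125a-5p 0.575 and for miR-23b-5p 2.789. miR-663a had a log2 enrichment of 1.106.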

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

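The alternatives were fixed before the data were examined, except those for G content and those for named miRNAs other than let-7e-5p and miR-148a-3p, which were chosen after seeing the data. The planned relation with the G content of mature miRNAs was not run, because no mature sequences were used here. miR-663a had no value with at least 10 counts in every library.

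The number of enriched miRNAs ran from 116 to 216 and that of depleted miRNAs from 133 to 245 over 17 alternatives, each within 1.5 times the reported count. From 116 to 134 miRNAs were enriched and from 149 to 245 depleted across the 6 fits that each left out one library. No miRNA called with TMM scaling, the default filter and all libraries was called in the opposite direction by any other fit (0 in each). Fits other than that were not compared with each other as a whole, and let-7i-5p, which had no call there, was called in both directions among them. Of the 146 enriched miRNAs, all were also enriched with library size alone, 108 with no filter, 115 with at least 10 counts in every library and from 111 to 120 in the fits without a library. Of the 181 depleted miRNAs, 141 were also depleted with library size alone, 118 with at least 10 counts in every library and from 148 to 180 in the fits without a library. Between 16 and 19 miRNAs of the study list were enriched, with 16 when a 2-fold change was also required, 17 with no filter and from 17 to 19 across the fits without a library. let-7e-5p kept a positive log2 ratio, from 1.89 to 2.79, and miR-148a-3p a negative one, from -3.86 to -3.00, both past the threshold in the alternatives run. The correlation with G content of the whole hairpin was from 0.274 to 0.306 across the fits without a library.

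The set tests depended on the correlation assumed. With an estimated correlation, the study list (difference 1.84) had a camera p of 0.0768 and the let-7 family (difference 0.64) a camera p of 0.267, and the cause was not tested. Over all alternatives the camera, fry and estimated-correlation p ran from 2.24e-13 to 0.0768 for the list and from 0.00107 to 0.267 for the family. The list's difference was from 1.51 to 1.95 and the family's from 0.27 to 0.72 across the fits without a library. With no filter the list's difference was 2.21 and the family's 1.05. With at least 10 counts in every library they were 1.69 and 0.41, so the size of the family's difference depended on the filter.

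let-7i-5p and let-7g-5p changed direction. let-7i-5p had a log2 ratio of 0.42 with library size alone and 0.32 without the 10 most abundant miRNAs in the library sizes, settings whose scaling raises the median of all tested miRNAs by 0.55 and 0.45. It was past the threshold as enriched in both, and as depleted with no filter (-0.41) and in each of the 3 fits without an m7G-RIP library. let-7g-5p had -0.24 with no filter and -0.026 with at least 10 counts in every library. These filters moved the named miRNAs nearly alike, by -0.29 to -0.26 for 24 miRNAs with no filter and by -0.068 to -0.052 for 23 with at least 10 counts, so the change of direction of let-7g-5p and the depleted call of let-7i-5p with no filter go with a common offset of scaling. let-7g-5p ran from -0.25 to 0.016 across the fits without a library. Among named miRNAs, 8 results lost their call with all libraries in (4 of them because the change was under 2-fold) and 13 in fits without a library, all for miR-125a-5p, let-7f-5p, let-7d-5p or miR-98-5p. let-7i-5p or let-7g-5p gained a call in the same direction in 3 and 3 results. Leaving out an m7G-RIP library raised the number of miRNAs tested from 620 to between 756 and 778 and lowered the median log2 ratio. The 24 named miRNAs moved by a median of -0.16, -0.17 and -0.30 without replicate 1, 2 and 3. Single moves were less alike than with the filters, from -0.69 to 0.27. Calls lost or gained in these fits may therefore go in part with a shared offset.

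The replicate numbers were not taken to pair the libraries. Deviations from the group means had correlations of -0.0433, -0.101 and 0.0641 for numbers 1, 2 and 3. Among miRNAs with a mean of at least 100 counts the correlations were all positive, at 0.0734, 0.0784 and 0.0984, each under the 0.1 asked of every pair. With the replicate number as a block, 122 miRNAs were enriched and 175 depleted, with 19 of the study list enriched. The list's difference was 2.02 and the let-7 family's 0.83. let-7e-5p had a log2 ratio of 2.24 and miR-148a-3p of -3.56. The paired difference in the share of the 10 most abundant miRNAs was -3.87 percentage points (exact sign-flip p = 0.25), and the correlation with G content was 0.318.

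Depth limits the ratios of scarce miRNAs: 22 tested miRNAs had at most 3 counts in every m7G-RIP library.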

Other observations

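The tests on overlapping hairpins, multiples of locus numbers, late entries outside exons, let-7c-5p and the whole hairpin were chosen only after the result was seen.

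Of the 10 splits of the 6 libraries into 3 and 3, only the real split (1 of 10) gave as many enriched miRNAs, as many depleted miRNAs, as many enriched study-list miRNAs, and as large a shift of the study list or the let-7 family. No other split gave an adjusted call (0), and at an unadjusted p under 0.05 they gave from 0 to 5 miRNAs against 368. In the other splits, each of which keeps 4 of the 6 libraries with their own group, the shift of the study list was from 0.44 to 0.74 against 1.84, and that of the let-7 family from 0.24 to 0.46 against 0.64. With 10 splits the share cannot go under 0.1, so chance cannot be excluded by this count.

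The log2 ratio rose with G content. A GC content bias of recovery or library making stays a candidate explanation, since C content of the whole hairpin rose with the ratio too (r = 0.200), although pairing within a hairpin ties its G to its C. For the arm's own side of the hairpin, C content gave r = 0.0197 and G content r = 0.394, and G content gave r = 0.297 among miRNAs with a mean of at least 100 counts, but these checks are void because only 78.5% of the tested miRNAs had a value. Noise of low counts as the whole cause is argued against, because the whole-hairpin relation held among the 303 miRNAs with a mean of at least 100 counts (r = 0.215). A property of the locus as a whole stays open for the tested set. In 129 hairpins with both arms tested, the difference in G content between the arms rose with the difference of their log2 ratios (r = 0.501, rho = 0.493, permutation p 1e-05, the smallest they can give), and the arm with more G had the higher log2 ratio in 76 of 124 hairpins. A property that both arms share cannot give a difference between them. These values therefore argue against it as the whole cause in these 129 hairpins. The comparison says nothing about the tested miRNAs outside them. An effect of m7G itself was not tested, since no libraries without m7G or with IgG were analysed here.

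Fewer miRNAs were detected in m7G-RIP than in total RNA. A lower number of reads does not account for it. Total RNA drawn down to m7G-RIP depth was expected to detect from 929 to 958 miRNAs. That was above the 823 of the m7G-RIP library with most. The draw equalises reads and not distinct molecules, so fewer molecules in m7G-RIP are not excluded. What lowered detection was not tested further, and no biological explanation was tested.

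Many miRNAs had no counts in any library. Of 136 miRNAs whose hairpin overlaps a miRNA gene of the opposite strand, 85.3% were at 0 in all 6 libraries, against 41.0% of 2417 others (Fisher's exact p 3.5e-25). A candidate explanation is that reads over 2 annotated miRNAs were left out of the counting. That these are late entries of the registry which A549 cells lack is argued against by names numbered under 1000, where 84.9% of 53 overlapping miRNAs were at 0 against 32.2% of 884 others (Fisher's exact p 2.22e-14). A 0 at such a locus may therefore say nothing about expression.

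Counts of miRNAs with several hairpin genes were often whole multiples of the number of genes, in 72.7% of 406 nonzero values where chance gives 43.4%. For miRNAs with 4 genes it was 100% of 34 values. This is consistent with each alignment of a multi-mapping read being counted at its own locus. For miRNAs with 5 genes the share was 40.6%, where even chance gives 20%. That is above chance but leaves most values undivided, so this counting may not hold for every miRNA. Its effect on the log2 ratio was not tested.

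Names numbered from 1000 were enriched more often, at 31.2% of 231 against 19.0% of 389 with lower numbers (Fisher's exact p 0.000834). Fragments of protein-coding transcripts counted as miRNAs are a candidate explanation for a part, as 35.8% of 67 miRNAs in protein-coding exons were enriched against 22.2% of 546 others (Fisher's exact p 0.0213). They may not be the whole cause, since late entries outside such exons were enriched in 30.2% of 179 cases, still above the early entries (Fisher's exact p 0.00479).

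let-7c-5p and let-7a-5p had the same log2 ratio of 1.19. let-7c-5p counts were 1.36% ± 0.00612 of let-7a-5p counts in m7G-RIP and 1.37% ± 0.144 in total RNA (SD, n = 3). Misassigned let-7a-5p reads and equal enrichment of both miRNAs cannot be told apart, because each predicts equal means of the groups. Between the total RNA libraries the share differed by more than counting error, at 1.32%, 1.54% and 1.26% (chi-square p 1.25e-18 on the counts of these libraries). A constant rate of misassignment would not give that by counting error alone. Total RNA replicates differed by more than counting noise across miRNAs, with chi-square values per degree of freedom from 28.4 to 151. The test therefore does not exclude a constant rate. Between the m7G-RIP libraries the share did not differ by more than counting error, at 1.356%, 1.353% and 1.365% (chi-square p 0.925). A constant rate would give that, so the groups do not go the same way and these tests do not decide. A rate that varies between libraries was not tested.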
